# Transcriptomic Analysis of Porcine Granulosa Cells Overexpressing Retinol Binding Protein 4

**DOI:** 10.3390/genes10080615

**Published:** 2019-08-13

**Authors:** Yun Zhao, Chunjin Li, Xu Zhou

**Keywords:** granulosa cells (GCs), high-throughput sequencing, pLVX-IRES-ZsGreen vector, retinol binding protein 4 (*RBP4*)

## Abstract

Retinol binding protein 4 (RBP4), mainly secreted by the liver and adipocytes, is a transporter of vitamin A. RBP4 has been shown to be involved in several pathophysiological processes, such as obesity, insulin resistance, and cardiovascular risk. Reports have indicated the high expression levels of *RBP4* in cystic follicles. However, the role of *RBP4* in mammalian follicular granulosa cells (GCs) remains largely unknown. To illustrate the molecular pathways associated with the effects of *RBP4* on GCs, we used high-throughput sequencing to detect differential gene expression in GCs overexpressing *RBP4*. A total of 113 differentially expressed genes (DEGs) were identified in *RBP4*-overexpressing GCs, and they included 71 upregulated and 42 downregulated genes. The differential expressions of the top 10 DEGs were further confirmed by real-time quantitative polymerase chain reaction. Pathway analysis indicated that the DEGs are mostly involved in oxidative phosphorylation, Parkinson’s disease, non-alcoholic fatty liver disease, Huntington’s disease, cardiac muscle contraction, Alzheimer’s disease, fatty acid biosynthesis, AMP-activated protein kinase signaling pathway, and insulin signaling pathway. Genes in these pathways should be useful for future studies on GCs. Altogether, the results of our study establish a framework for understanding the potential functions of *RBP4* in porcine GCs.

## 1. Introduction

Retinols (a metabolite form of vitamin A, ROH) mediate various reproductive processes, such as follicle development, oocyte maturation, early embryogenesis, and steroidogenesis [1,2,3,4]. Retinol binding protein 4 (RBP4) is an adipokine belonging to the lipocalin family of proteins; it plays a role in the transport of retinols from liver and adipose tissues to the blood and other tissues [5,6]. The pivotal action of RBP4 is mediated by a plasma membrane receptor stimulated by retinoic acid 6 (STRA6) [7]. RBP4 exerts its function by binding retinols in blood to form a transient RBP4-ROH complex. STRA6 facilitates the dissociation of retinols from the complex and transports them into cells [8]. RBP4, which is involved in retinol metabolism, has also been identified to be associated with numerous metabolic diseases, such as insulin resistance (IR), type 2 diabetes mellitus, obesity, and cardiovascular risk [9,10]. *RBP4* expression in adipose tissues is regulated by 17-β-estradiol. RBP4 levels in serum are elevated in polycystic ovary syndrome (PCOS) women with obesity [11]. RBP4 can drive ovarian cancer cell migration and proliferation through RhoA/Rock1 and extracellular signal-regulated kinase pathways involving matrix metalloproteinase (MMP) 2 and MMP9 expressions [12].

The roles of *RBP4* in reproduction have been supported by accumulating studies. A recent study identified a new single nucleotide polymorphism in *RBP4* affecting the production of large litter size of sows [13]. Studies have shown that *RBP4* expresses in bovine ovarian cells [14], early vitellogenic oocytes of the trout ovary [15], and ovaries of zebrafish [16]. In addition, *RBP4* is expressed during the period of pig blastocyst [17], in the gravid endometrium around day 12 of pregnancy of sows [18]. RBP4 has also been found to be a major secretory product of the pig conceptus [19]. Researchers also reported that the most advanced conceptuses secrete the RBP4 necessary for their development [20]. These evidences suggest that *RBP4* plays important roles in ovarian, uterine, and conceptus physiology.

Ovarian granulosa cells (GCs) are important somatic cells and play a central role in steroidogenesis, which is critical for female reproduction. The growth and development of GCs are regulated by a complex cell signaling system, which significantly influences follicular development and oocyte maturation. Factors regulating functions of GCs may therefore play important roles in follicular health and female reproduction [21]. The levels of *RBP4* and retinols in the fluids of large follicles are higher than those in the fluids of medium or small follicles [14]. The expression of *RBP4* can also be detected in ovarian GCs of various species, including pigs [22], mice [23], and cows [14]. Furthermore, our previous studies have detected high concentrations of RBP4 in porcine cystic follicles [22]. A recent study revealed that *RBP4* is highly expressed in follicular fluids of large porcine follicles. RBP4 can also increase the expressions of follicle-stimulating hormone receptor (*FSHR*) and luteinizing hormone receptor (*LHR*) in GCs [24]. These data suggest that ovarian *RBP4* might be involved in normal ovarian function. However, current available information on the function and regulatory mechanism of *RBP4* in GCs is limited. This study aimed to analyze the function of the porcine *RBP4* gene using gene overexpression and high-throughput sequencing.

## 2. Materials and Methods

### 2.1. Obligatory Ethical Approval

All experiments in the present study were performed in accordance with the guidelines of the Animal Care and Use Committee of Jilin University Changchun, China (approval number: JLU#20150903).

### 2.2. Cell Culture

Unless otherwise specified, all the chemicals and reagents were purchased from Takara (Takara, Dalian, China). The 293T cell line (ATCC, CRL-11268; Manassas, VA, USA), which were used to generate lentivirus, were cultured in Dulbecco’s Modified Eagle Medium/Ham’s F-12 (DMEM/ F12) (Hyclone, Logan, UT, USA) supplemented with 10% fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA, USA) and 1% penicillin–streptomycin under humidified atmosphere containing 5% CO_2_ at 37 °C

The current study followed the culture procedure of a previous method [25]. Landrace porcine ovaries were collected from pre-pubertal gilts aged 165–180 days from a local slaughterhouse and transported to laboratory within 20 min in saline at 37 °C. The follicular fluid aspirated from 3–6 mm follicles was centrifuged at 500× *g* for 5 min and washed thrice with phosphate buffer saline (PBS). The viability of cells before cell culture was assessed by trypan blue exclusion assay. The GCs were seeded at an initial density of 1 × 10^6^ cells/mL in six-well plates. The culture medium consisted of DMEM/F12 with 10% FBS and 1% penicillin–streptomycin. The cells were incubated under humidified atmosphere containing 5% CO_2_ at 37 °C for 24 h and then washed with PBS to remove any unattached cells.

### 2.3. Plasmid Constructs, Transfection, and Infection

The primer sequences used for *RBP4* amplification containing XhoI and NotI restriction enzyme sites in the forward and reverse primers included 5′-TTC CTC GAG ACT ATG GAA TGG GTT TGG GCG CTC GTG CT-3′ and 5′-CCG CGG CCG CTC CTA CAA AAT GTT TCT TTC CGA TTT GC-3′. Full-length porcine *RBP4* complementary DNA (cDNA, GenBank Accession No. 397124) was amplified and inserted into the XhoI/NotI sites of the pLVX-IRES-ZsGreen lentiviral vector. *RBP4* polymerase chain reaction (PCR) products and pLVX-IRES-ZsGreen plasmid were excised by digesting with XhoI and NotI respectively. Porcine *RBP4* gene was inserted into the pLVX-IRES-ZsGreen lentiviral vector to generate the pLVX-*RBP4*-IRES-ZsGreen construct. Approximately 24 h before transduction, 293T cells were seeded into 100 mm plates at 4 × 10^6^ cells/plate and 10 mL growth medium and then incubated at 37 °C, 5% CO_2_ overnight. Then, the cells were further incubated until 80–90% confluency. Four packaged systems of plasmids (Invitrogen, Carlsbad, CA, USA) included pLVX-IRES-ZsGreen vector, structure plasmid PLP1, PLP2, and envelope plasmid VSVG. FuGENE HD reagent (Roche, Mannheim, Germany), following the manufacturer’s instructions, was used to transfect the 293T cells by mixing vector plasmid pLVX-*RBP4*-IRES-ZsGreen, structure plasmid PLP1, PLP2, and envelope plasmid VSVG at a mass ratio of 4:2:1:1. The cells with blank pLVX-IRES-ZsGreen (vector) transfection were used as negative controls. After 48 and 72 h, viral particles from the culture supernatants were collected by ultracentrifugation at 4 °C, 72,000× *g* for 2.5 h. A limiting dilution assay established that the titer of the virus detected by the green fluorescent protein (GFP)-labeled method was 1.2 × 10^7^  transduction units (TU)/mL according to previously reported protocol [26]. GCs were divided into two groups: pLVX-*RBP4*-IRES-ZsGreen (pLVX-*RBP4*) and pLVX-IRES-ZsGreen (CTRL) groups. Each group was performed in biological triplicate. The lentiviral particles were added to the GCs at a multiplicity of infection of 50. The GCs were infected with lentiviral particles for 72 h, and the medium with lentiviral particles was replaced every 24 h. After 72 h of incubation, enhanced GFP (EGFP) was observed under a fluorescence microscope. *RBP4* expression was quantified by real-time quantitative polymerase chain reaction (RT-qPCR) and Western blotting analysis.

### 2.4. Total RNA Extraction and Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA of GCs from three independent biological repetitions of the pLVX-*RBP4* and CTRL groups with TRIZOL reagent (Qiagen, Hilden, Germany) was extracted according to manufacturer’s protocol. RNA concentration and purification were assessed using a NanoDrop 2000 spectrophotometer (Thermo Fisher, Waltham, MA, USA); the number of OD260/OD280 must be higher than 1.8. RNA integrity was detected by agarose gel electrophoresis. Total RNA was reverse-transcribed into cDNA by using PrimeScript 1st strand cDNA Synthesis Kit (Takara). The total volume of 20 µL RT-PCR reaction mixture contained 10 µL SYBR^®^ Green Real-time PCR Master Mix (Takara), 2 µL cDNA, 7 µL ddH_2_O, and 0.5 µM each of forward and reverse primers. The program used for all genes consisted of a denaturing cycle of 120 s at 95 °C, 40 cycles of PCR (94 °C for 30 s, 59–61 °C for 30 s, and 72 °C for 60 s), a melting cycle consisting of 95 °C for 30 s, 72 °C for 5 min, and a step cycle starting at 65 °C with a 0.2 °C/s transition rate to 95 °C. RT-qPCR analysis was conducted on an Mx3000P system (Stratagene, San Diego, CA, USA) with SYBR-Green detection according to manufacturer’s instructions. The expression level of GAPDH was used as endogenous control. Relative expression was calculated using the 2^−ΔΔCt^ method. The primer sequences are listed in Table S1.

### 2.5. Western Blotting

Extraction of proteins from GCs and subsequent quantification were performed as previously described [27]. Equal amounts (40 µg) of proteins were resolved by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes. After blocking, the membranes were incubated overnight at 4 °C with anti-RBP4 mouse monoclonal antibody (1:300; Bioworld, Nanjing, China) and anti-β-actin rabbit monoclonal antibody (1:1000; Boster, Wuhan, China). After incubation with the primary antibodies, the membranes were washed thrice with TBST and then incubated for 1 h with 3000-fold diluted HRP-labeled goat anti-rabbit or goat anti-mouse secondary antibodies (Boster, Wuhan, China) at room temperature. After incubation, the membrane was washed thrice with TBST at 5 min intervals. After washing, each membrane was covered with enhanced chemiluminescence Western blotting reagents (Beyotime, Shanghai, China) for the detection of protein bands.

### 2.6. RNA-Sequencing Library Construction 

Six RNA-sequencing (RNA-seq) libraries (three RNA-seq libraries for pLVX-*RBP4* group and three RNA-seq libraries for CTRL group) were generated using an NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) according to the manufacturer’s recommendations. A total amount of 1 µg RNA per sample was submitted to HiSeqTM 2500 (Illumina Inc., San Diego, CA, USA) for cDNA library preparation. The library was sequenced by pair-end sequencing, and 125 bp paired end reads were generated. Primary sequencing data produced using the Illumina HiSeqTM 2500 system were considered raw reads. Raw sequencing data generally featured clean reads, reads with a sequencing primer, tags containing N, and adapter sequences. Raw reads were filtered into clean reads by FAST-QC [28]. 

### 2.7. Identification of Differentially Expressed Genes (DEGs) 

TopHat2 software was used for aligning the clean reads to the current pig reference genome (Sscrofa10.2) [29]. The unigene numbers were converted into Entrez Gene ID numbers using the online g:profile conversion tool (http://biit.cs.ut.ee/gprofiler/). Gene expression levels were calculated by fragments per kilo bases per million mapped reads (FPKM). The screening of DEGs used Cuffdiff command of Cufflinks Software. The criteria filtering DEGs were as follows: (1) *p*-value < 0.05 and *q*-value (adjusted *p*-value) < 0.05; (2) |fold change| ≥ 2 or ≤1 in both groups. The criteria for screening the top 10 genes are based on fold change values.

### 2.8. Functional Enrichment Analysis

Go term enrichment analysis was conducted for upregulated and downregulated genes using the R package clusterProfiler [30]. In GO term tests, completely annotated genes of swine were appointed as the background. Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg) was used to identify the metabolic pathways or signal transduction pathways that were significantly enriched with DEGs by comparing them to the entire genome background (Figure 1). Fisher’s exact test was applied to identify the significant GO categories and KEGG pathways. Only GO terms or KEGG pathways with *p*-values < 0.05 were considered to be significantly enriched [31]. Protein–protein interaction (PPI) analysis of DEGs was based on the STRING database v11.0 [32]. All RNA-seq data were deposited into the Gene Expression Omnibus (GEO) database from NCBI (https://www.ncbi.nlm.nih.gov/geo). The accession record of GEO is GSE132962.

### 2.9. Statistical Analysis

SPSS version 17.0 (SPSS, Inc., Chicago, IL, USA) was used for statistical analysis. The Student’s *t*-test was performed to analyze statistical differences between means. All values were expressed as mean ± SEM (standard error of the mean). *p* < 0.05 was considered statistically significant. 

## 3. Results

### 3.1. Infection Efficiency

The recombinant lentiviral was successfully infected into GCs. EGFP was detected by fluorescence microscopy in the transfected group (Figure 2a,b). RT-qPCR indicated a significant increase in *RBP4* messenger RNA (mRNA) abundance in the pLVX-*RBP4* group (Figure 2c). Western blotting results showed that the RBP4 protein was upregulated in the pLVX-*RBP4* group (Figure 2d).

### 3.2. Transcriptome Profiling Analysis

High-throughput sequencing was performed in biological triplicates to elucidate the regulatory mechanism of response of GCs to *RBP4* overexpression. Six libraries of the pLVX-*RBP4* and control (CTRL) groups of GCs were sequenced. 

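Granulosa cells (GCs), the somatic cells around the oocyte, were sequenced after infection with a lentivirus that carried *RBP4* (pLVX-*RBP4*) or with the control virus (CTRL), with 3 libraries in each group. The authors' deposited table holds 1 FPKM value (fragments scaled to the length of the transcript and to the number of mapped fragments) per gene and group, made by Cuffdiff from the 3 libraries of the group, for 17950 Ensembl genes. Values of single libraries were not analysed here. The spread between replicates is therefore not known from these values, and no test between the groups was computed. Each value below is the authors' value for a group. Changes were computed as the difference of log2(FPKM + 1), a scale that understates the change of weakly expressed genes, for the 12382 genes with a mean FPKM of at least 1 over both groups. Where a log2 ratio is given, it was taken without the added 1. A symbol was found for 10757 of the 17950 genes in the paper's supplementary tables or in a table of Ensembl gene names, and the other genes are named by their identifiers. Coordinates are those of Tables S3 and S4, on Sscrofa10.2, and the span of a gene is its end minus its start there. The gene with the highest value, ENSSSCG00000025162, for which no symbol was found, had 399775 FPKM in the CTRL group and 276137 FPKM in the pLVX-*RBP4* group, or 35.4% and 25.8% of the summed FPKM.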

Table S2 summarizes the results on the six libraries. In this study, 4.505–5.011 Gb of raw bases were obtained, and 33.747–40.089 Mb of raw reads were generated from the three libraries of the pLVX-*RBP4* group. After quality control, 30.104–35.282 Mb of clean reads were obtained. Furthermore, Q20, Q30, and total mapped ratio were calculated (Table S2).

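The depth behind the group values differed. According to Table S2 of the paper, between 19095000 and 20730000 reads per CTRL library and between 23028000 and 27192000 reads per pLVX-*RBP4* library were mapped, and the mapped share of the clean reads was 72.0% to 74.1% in the CTRL group and 76.5% to 77.6% in the pLVX-*RBP4* group. Summed over the 3 libraries, the paper's mapped reads come to 59637000 in the CTRL group and 77369000 in the pLVX-*RBP4* group, a CTRL to pLVX-*RBP4* ratio of 0.771. The lowest deposited values carry a trace of this depth. Among the 865 genes above 0 in both groups with a mean FPKM below 0.1, the ratio of the pLVX-*RBP4* value to the CTRL value fell most often between 0.7 and 0.8, in 123 genes, against 22 genes between 1.0 and 1.1.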

### 3.3. Differential Expression of Messenger RNAs in Granulosa Cells (GCs)

High-throughput sequencing was conducted in biological triplicates to identify differential expression of mRNAs in GCs. 

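A gene was counted as expressed in a group when its FPKM there was above 0. By this count 17053 genes were expressed in at least 1 group, 16471 of them in the pLVX-*RBP4* group and 16259 in the CTRL group. With an FPKM of at least 0.1 as the limit, 14999 genes were expressed in the pLVX-*RBP4* group and 15023 in the CTRL group. At a limit of 1, the counts were 12328 and 12357.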

From 17,053 expressed mRNAs, 16,471 and 16,259 genes were expressed in the pLVX-*RBP4* and CTRL groups, respectively. Of these genes, 15,677 genes were expressed in both groups, whereas 794 and 582 genes were expressed only in the pLVX-*RBP4* and CTRL groups, respectively (Figure 3a; Table S3). 

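The genes above 0 in a single group were mostly near the lower end of the values. The 794 genes above 0 only in the pLVX-*RBP4* group had a median of 0.0672 FPKM, and 746 of them (94.0%) were below 1 FPKM. For the 582 genes above 0 only in the CTRL group, the median was 0.0738 FPKM, and 549 (94.3%) were below 1 FPKM. With an FPKM of at least 0.1 counted as expressed, 499 genes passed in the pLVX-*RBP4* group alone and 523 in the CTRL group alone. Some genes listed at 0 in 1 group had high values in the other. The 5 highest in the pLVX-*RBP4* group were ENSSSCG00000018076 (11138.5 FPKM; chromosome MT, 8058 to 8129), ENSSSCG00000026972 (9389.7 FPKM; chromosome 2, 79823443 to 79823511), ENSSSCG00000001694 (4601.2 FPKM), ENSSSCG00000006806 (310.02 FPKM) and ENSSSCG00000018734 (168.3 FPKM). In the CTRL group they were ENSSSCG00000018072 (2797.8 FPKM; chromosome MT, 6271 to 6346) and 4 genes named as small RNAs, a snoU13 (174.0 FPKM), a U5 (51.5 FPKM), SNORA26 (39.4 FPKM) and SNORA16 (21.0 FPKM). The p-value of the paper in Table S3 is 1 for 1370 of its 1376 genes, and the smallest is 0.170.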

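The log2 fold changes of the 12382 genes with a mean FPKM of at least 1 had a median of 0.0014, and 11880 genes (95.9%) lay within 0.5 of 0. In total, 61 genes were at least 2-fold higher in the pLVX-*RBP4* group and 57 at least 2-fold lower. Of these 118 genes, 53 were listed at 0 in 1 group. Across the alternatives the count of 118 ranged from 63, with a mean FPKM of at least 5, to 217, with a pseudocount of 0.01. The values of all 113 genes of Table S4 equal the deposited values. Among these 113 genes, the authors' q-values reach up to 0.0474, 71 had a higher value in the pLVX-*RBP4* group and 42 a lower one. The median log2 ratio was 0.57 for the 71 genes, a ratio of 1.49, and -0.55 for the 42 genes, a ratio of 0.684. At least a 2-fold ratio was reached by 4 of the 113 genes, 3 upward and 1 downward, and 65 had a ratio under 1.5-fold. Their median absolute log2 fold change of 0.51 was above that of each of 10000 random lists of 113 genes matched on mean expression, whose median was 0.13. This describes genes that were chosen for their difference in these libraries.

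**Figure D1:**
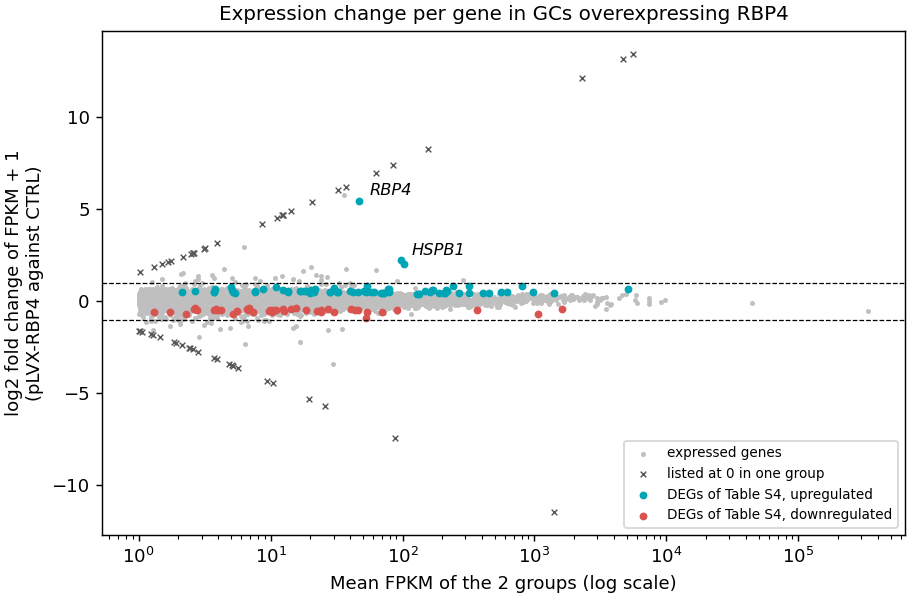
Each point is 1 gene with a mean FPKM of at least 1. The horizontal axis gives the mean FPKM of the CTRL and pLVX-*RBP4* groups on a log scale, and the vertical axis the log2 fold change of FPKM + 1. Dashed lines mark a 2-fold change. Of the 113 DEGs in colour, 3 lie outside the dashed lines on this scale, and crosses mark genes listed at 0 in 1 group.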

A total of 113 differentially expressed genes (DEGs), including 71 upregulated genes and 42 downregulated genes, were identified in pLVX-RBP4 group compared with the CTRL group (Figure 3b; Table S4). The 10 most upregulated genes included *RBP4*, *HSPB1*, *MMP1*, *RBM34*, *S100A12*, *ITGA5*, *TOMM6*, *KIF20B*, *CCDC33*, and *MITD1*. 

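*RBP4* (ENSSSCG00000010479; chromosome 14, 114769058 to 114776317) rose from 1.10 FPKM in the CTRL group to 92.3 FPKM in the pLVX-*RBP4* group, a log2 fold change of 5.47. Its log2 ratio was 6.38, or 83.6-fold, and of the alternatives the absence of a pseudocount, chosen after seeing the data, moved its log2 fold change most. The deposited values include reads of the introduced sequence and do not separate them from the endogenous gene. The next gene, *HSPB1*, rose 4.80-fold, followed by ENSSSCG00000028568, which the list does not name, with 4.20-fold. All other genes of the list changed less than 2-fold, and 4 of them are given here. *RBM34* rose from 7.72 to 14.2 FPKM (log2 ratio 0.88), *S100A12* from 38.2 to 69.3 FPKM (0.86), *ITGA5* from 228.2 to 411.9 FPKM (0.85), and *MITD1* from 6.52 to 10.9 FPKM (0.74). Within the 71 upregulated genes, ranked by ratio, *MITD1* was 14th. The 4 DEGs with a larger ratio than *MITD1* that the list does not name have no symbol in Table S4. They are ENSSSCG00000028568, ENSSSCG00000011531, ENSSSCG00000028525 and ENSSSCG00000016049. On the log2(FPKM + 1) scale, 7 of the 10 named genes were among the 10 largest increases of Table S4.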

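Among the downregulated genes, *LCN2* fell from 69.8 to 36.2 FPKM (log2 ratio -0.95) and *KCNMA1* from 3.06 to 1.53 FPKM (log2 ratio -0.998). Smaller decreases were found for *WIPF3* (9.00 to 5.61 FPKM), *CRTC3* (12.3 to 8.01 FPKM), *MAP1B* (84.2 to 55.0 FPKM), *CPAMD8* (3.19 to 2.11 FPKM) and *PRRC2C* (36.2 to 24.0 FPKM), with log2 ratios between -0.68 and -0.59. The largest decrease by ratio among the 42 genes, -1.03, belongs to ENSSSCG00000026113, which has no symbol in Table S4 and is *ZBTB20* in the table of gene names, with 1.77 FPKM in the CTRL group and 0.864 FPKM in the pLVX-*RBP4* group. *PRRC2C* ranked 15th among the 42 genes by ratio.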

The 10 most downregulated genes comprised *KCNMA1*, *IGFALS*, *LCN2*, *WIPF3*, *CD248*, *CRTC3*, *MAP1B*, *RAB3B*, *CPAMD8*, and *PRRC2C* (Table 1).

### 3.4. Validation of Differentially Expressed Messenger RNAs

In accordance with previous reports, the top 10 up- and downregulated DEGs were selected for further validation by RT-qPCR analysis to validate the DEGs that were identified by RNA sequencing. We observed the upregulation of nine genes (*RBP4*, *HSPB1*, *MMP1*, *RBM34*, *S100A12*, *ITGA5*, *TOMM6*, *KIF20B*, and *MITD1*) by high-throughput sequencing, and this finding was confirmed by RT-qPCR. RT-qPCR also confirmed the downregulation of nine genes revealed by high-throughput sequencing. RNA sequencing showed that *CCDC33* and *CD248* were differentially expressed compared with the CTRL group, but RT-qPCR failed to confirm the data. 

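*CCDC33* (ENSSSCG00000001908) was weakly expressed, with 1.96 FPKM in the CTRL group and 3.37 FPKM in the pLVX-*RBP4* group, a log2 ratio of 0.78. *CD248* (ENSSSCG00000029949) had 4.50 FPKM and 2.90 FPKM, a log2 ratio of -0.63. The paper's q-values for these 2 genes in Table S4 are 0.0445 and 0.0474, the latter the highest in that table. They do not set these genes apart, since 13 DEGs share the first value and 6 the second. *IGFALS*, whose decrease the paper also found by RT-qPCR, has the q-value of 0.0474 too.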

The results demonstrated that differential expression was validated for 18 of 20 genes (Figure 4).

### 3.5. Gene Ontology Annotation and Kyoto Encyclopedia of Genes and Genomes Enrichment Analysis of Differentially Expressed Genes

Gene ontology includes biological processes (BP), cellular components (CC), and molecular functions (MF). GO terms with *p* < 0.05 were considered significantly enriched. Table 2 lists the top 30 significant GO terms, including BP, MF, and CC. Accordingly, the MF functions mainly related to protein binding, protein homodimerization activity, and growth factor binding were significantly enriched, including ribosomal subunit and mitochondrial part as GO terms for CC. 

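*CACYBP* and *AIMP1*, 2 of the DEGs under protein homodimerization activity in Table 2, rose from 16.0 to 24.6 FPKM and from 16.9 to 23.3 FPKM, with log2 fold changes of 0.59 and 0.44. *GPX8*, listed under antioxidant activity, rose from 50.2 to 70.7 FPKM, a log2 fold change of 0.49. The GO annotation that the paper used was not analysed here, and the enrichment was not recomputed.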

In the BP category, the DEGs enriched in GO terms included protein folding, regulation of interleukin-1 production, mitotic cell cycle, and regulation of intrinsic apoptotic signaling pathway (Table 2).

To better illustrate their biological functions, we divided the DEGs into two groups: upregulated and downregulated. In the BP analysis, the enriched GO terms for upregulated DEGs converged on protein folding, regulation of interleukin-1 production, and interleukin-1 production. On the other hand, the downregulated DEGs were focused on exocytosis and cell migration (Figures S1 and S2). 

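The genes named here from Table 2, for protein folding and interleukin-1 production, were all higher in the pLVX-*RBP4* group. *PFDN4* rose from 14.7 to 22.1 FPKM, *PFDN2* from 176.4 to 245.2 FPKM and *PRDX4* from 273.5 to 368.5 FPKM, with log2 fold changes of 0.55, 0.47 and 0.43. *ANXA1*, which Table 2 gives together with *HSPB1* for the interleukin-1 terms, rose from 384.6 to 523.5 FPKM (log2 fold change 0.44).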

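*KIT*, which Table 2 lists for both exocytosis and cell migration, fell from 27.9 to 20.1 FPKM, a log2 fold change of -0.46. *RAB3B* fell from 15.2 to 10.0 FPKM (-0.55) and *PEAK1* from 7.84 to 5.48 FPKM (-0.45).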

In the MF category, the upregulated DEGs were mainly enriched in protein binding and downregulated DEGs were enriched in insulin-like growth factor binding and growth factor binding (Figures S3 and S4). In the CC category, the upregulated DEGs were mainly enriched in protein binding involved in large ribosomal subunit, ribosomal subunit, and mitochondrion (Figure S5).

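Lists of gene families were compared with the DEGs of these terms. They were fixed before the deposited values were examined, but after the paper and its Table S4 had been read. Their choice was therefore not blind to the paper's DEGs from these libraries. Only genes found by symbol are in the lists, so members of a family without a symbol are missing. The list of genes whose symbols begin with *RPL* or *RPS* held 37 genes with a mean FPKM of at least 1, of which 30 were higher in the pLVX-*RBP4* group, with a median log2 fold change of 0.19 (99.9th percentile of 10000 random lists of the same size matched on mean expression). It also took in 8 kinases of the *RPS6K* family, and all 7 lower genes are among these kinases. The list without the kinases, a choice made after their values were seen, holds 29 genes found by symbol. All 29 were higher under each scaling, with a median of 0.27 as deposited, above each random list. They include 3 DEGs, and the other 26 had a median of 0.25. Of 45 mitochondrial ribosomal protein genes (*MRPL* and *MRPS*), 43 were higher, with a median of 0.23, and 3 were DEGs. The other 42 had a median of 0.21, above each random list. After upper quartile scaling, 30 of the 37 and 42 of the 45 were higher, and after rescaling to a common sum, 34 and 45. The common sum includes ENSSSCG00000025162, whose share was lower in the pLVX-*RBP4* group. Rescaling without this gene was not run. The DEGs *MRPL52* and *MRPL50* rose from 16.0 to 23.5 FPKM and from 2.88 to 4.55 FPKM, and *MTFP1* from 10.7 to 16.4 FPKM. These percentiles describe the sequenced libraries and are not tests, because genes are not replicates.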

All the DEGs were mapped to the KEGG database to further investigate their functions. A total of 28 DEGs were categorized into 16 pathways (Figure 5). The DEGs were determined to be involved in key pathways, such as oxidative phosphorylation, Parkinson’s disease, non-alcoholic fatty liver disease (NAFLD), Huntington’s disease, cardiac muscle contraction, Alzheimer’s disease, fatty acid biosynthesis, AMPK signaling pathway, insulin signaling pathway, and tight junction. Most of these pathways are related to metabolic diseases.

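Nuclear-encoded families of the respiratory chain were compared by symbol. Of 27 *NDUF* genes, 24 were higher in the pLVX-*RBP4* group, with a median log2 fold change of 0.20. All 8 genes of cytochrome c oxidase (*COX4* to *COX8*) and all 6 *ATP5* genes with a mean FPKM of at least 1 were higher, with medians of 0.29 and 0.29. These medians lay at the 99.97th, 99.5th and 99.3rd percentile of matched random lists. Without the 4 DEGs among these 41 genes, the medians of the 3 lists were 0.19, 0.24 and 0.25, at percentiles 99.96, 95.4 and 94.8. All 3 medians stayed above 0 under each scaling, while the number of higher *NDUF* genes was 22 after upper quartile scaling and 26 after rescaling to a common sum. The *NDUF* list holds 5 assembly factors (*NDUFAF*) and the *ATP5* list the inhibitory factor *ATP5IF1*. Without these, a choice made after their values were seen, 19 of 22 *NDUF* genes were higher, or 18 after upper quartile scaling and 21 after rescaling to a common sum, with a median of 0.22 as deposited, and 5 of 5 *ATP5* genes under each scaling, with a median of 0.33. The 10 mitochondrially encoded genes found by symbol, also chosen after their values were seen, had a median of 0.096, at the 47.4th percentile of matched random lists, so they did not stand out. All 10 were higher as deposited, from 0.020 for *ND4* to 0.30 for *ND6*, and 9 after upper quartile scaling. Mitochondrial genes without a symbol are not in this list. What they encode was not determined, so they are not counted as genes of the respiratory chain. Those above 0 in both groups were lower. ENSSSCG00000018061, a DEG, fell from 1313.2 to 813.7 FPKM (-0.69), and ENSSSCG00000018063 from 3941.0 to 2983.5 FPKM (-0.40). *ACACB*, a DEG, fell from 3.19 to 2.21 FPKM, a log2 fold change of -0.38. The KEGG annotation was not analysed here, and the pathway enrichment was not recomputed.

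**Figure D2:**
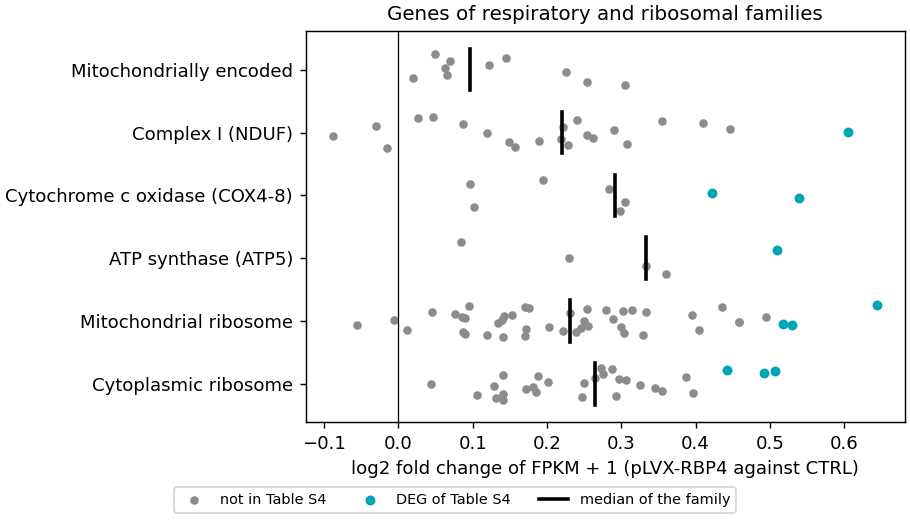
Each point is 1 gene with a mean FPKM of at least 1, placed by its log2 fold change of FPKM + 1 between the pLVX-*RBP4* and CTRL groups. Kinases, assembly factors and *ATP5IF1* are left out. Black bars mark the median of each family, which lies between 0.096 and 0.33 with the values as deposited. It stays above 0 under each scaling that was run. Rescaling to a sum without ENSSSCG00000025162 was not run. DEGs of Table S4 are coloured.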

### 3.6. Protein–Protein Interaction (PPI) Network Analysis

An integral PPI network (Figure 6a) and three sub-networks (Figure 6b–d) were constructed by mapping the upregulated and downregulated DEGs. The integral network consisted of 65 proteins. Figure 6b contained seven proteins (COX17, cytochrome oxidase subunit 6A1 (COX6A1), COX6C, ATP5I, ubiquinone oxidoreductase subunit B3 (NDUFB3), TOMM6, and ENSSSCG00000013436), which were mainly related to oxidative phosphorylation, NAFLD, and Alzheimer’s disease. 

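All 7 genes of this sub-network were higher in the pLVX-*RBP4* group. *COX17* rose from 135.1 to 207.2 FPKM (log2 fold change 0.61), *COX6A1* from 227.9 to 305.7 FPKM (0.42), *COX6C* from 178.3 to 259.7 FPKM (0.54), *ATP5I* from 65.5 to 93.6 FPKM (0.51), *NDUFB3* from 16.8 to 26.1 FPKM (0.61) and *TOMM6* from 175.6 to 310.8 FPKM (0.82). ENSSSCG00000013436 is *UQCR11* in the table of gene names, and its value rose from 120.2 to 174.3 FPKM (0.53).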

Figure 6c–d were related to cell cycle and cell ribosome, respectively. 

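Figure 6c shows 5 proteins, and their genes were all higher in the pLVX-*RBP4* group. *NUF2* rose from 6.14 to 9.22 FPKM, *KIF20B* from 1.55 to 2.68 FPKM and *HAUS1* from 9.62 to 15.2 FPKM, with log2 fold changes of 0.52, 0.53 and 0.61. *NDC80*, the symbol of ENSSSCG00000003697 in the table of gene names, rose from 3.88 to 6.38 FPKM (0.60).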

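*RPL26* (chromosome 12, 56024031 to 56029925) rose from 515.6 to 733.1 FPKM, a log2 fold change of 0.51. *RPL26L1* (chromosome 16, 55580785 to 55590313) rose from 37.7 to 53.5 FPKM (0.49), and *RPL23* from 1194.3 to 1623.9 FPKM (0.44). Genes of ribosomal proteins have many near-identical copies in a genome, and how their reads were divided between copies is not known from the deposited values.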

Figure 6d consisted of RPL26, RPL26L1, and RPL23, which are cytoplasmic ribosomal proteins. 

## 4. Discussion

Granulosa cells are important somatic cells that surround oocytes. These cells are involved in ovarian follicular development in pigs. RBP4 is an approximately 21 KD peptide that acts as a carrier of vitamin A in the plasma. This protein is one of the identified adipokines that are associated with IR, obesity, and type 2 diabetes [9]. RBP4 is highly related to ovarian diseases, such as PCOS, ovarian cancer in humans [12,33,34,35,36], and ovarian cysts in swine [22], which may be caused by endocrine disorders. Furthermore, previous studies have shown that RBP4 could promote cell proliferation. A study by Li indicated that RBP4 could increase the proliferation and invasion of HTR8 cells through suppressing PI3K/AKT signaling [37]. Another study demonstrated that *RBP4* affected proliferation, differentiation, and mineralization of MC3T3-E1 cell line in vitro [38]. 

In the present study, we identified the effects of *RBP4* on GCs by transcriptomic analysis following *RBP4* overexpression. RNA-based overexpression of *RBP4* changed the expression levels of 113 DEGs. In addition, our data revealed the effects of *RBP4* of DEGs that are important to pathways in GCs, including oxidative phosphorylation, NAFLD, Alzheimer’s disease, fatty acid biosynthesis, AMPK signaling pathway, and insulin signaling pathway.

Oxidative phosphorylation is involved in GC apoptosis and follicular atresia [39]. Abnormal mitochondrial oxidative phosphorylation occurs in obese girls with type 2 diabetes and IR, which are related to RBP4 [40]. The insulin signaling pathway participates in follicular development, GC proliferation, and developmental ability of oocytes in vitro [41,42]. Nevertheless, insulin pathway is also associated with ovarian diseases, such as PCOS, abnormal steroidogenesis, and ovarian cancer [43,44]. In mammals, the AMPK signaling pathway is involved in the regulation of many cellular functions, and studies indicated that AMPK signaling play roles in bovine GCs to express a proliferative and steroidogenic phenotype [45]. Another study recently proposed a relationship between the GZYKF (a Chinese medicine formula) effect and AMPK pathway that may underlie the modulation of GC autophagy [46].

The significant role of RBP4 is the transport of retinol from the liver to peripheral tissues. A recent study found that RBP4 was located in the granulosa and inner theca cell layers and the expression level of *RBP4* in ovarian follicles increased with follicular sizes. GCs treated with increasing FSH or LH promoted the expression of *RBP4* [24]. However, the minor number of DEGs was detected in this article. 

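The p-values of the paper in Table S4 are multiples of 5e-05, and 45 of the 113 DEGs have this smallest value. For each p-value in that table, the q-value times the rank divided by the p-value gives 11899, which is the number of tests a Benjamini-Hochberg adjustment would need. This is 5154 fewer than the genes with a value above 0. Of the 65 genes with at least a 2-fold change on the log2(FPKM + 1) scale and values above 0 in both groups, 62 were not among the DEGs, 30 of them higher and 32 lower in the pLVX-*RBP4* group. *STRA6* had 22.9 FPKM in the CTRL group and 26.0 FPKM in the pLVX-*RBP4* group, and *FSHR* had 9.99 and 8.47 FPKM. *LHCGR* was below 1 FPKM in both groups, with 0.209 and 0.0937 FPKM, a log2 ratio of -1.16.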

Further study is needed to clarify if RBP4 exerts its biological function through the synergy of other factors, such as transhyretin, FSH, LH, and cell membrane receptor STRA6. KEGG results are not directly related to reproductive pathways, nevertheless, oxidative phosphorylation, fatty acid biosynthesis, and AMPK signaling can affect the physiological function of GCs. Available data focusing on the relationship of *RBP4* and type 2 diabetes mellitus, PCOS, and ovarian cancer have been originated from population-based prospective studies. However, in present study, some attractive DEGs related to reproduction and cell cycle were detected, such as *MMP1*, IGF signaling related genes (*IGFBP5*, *IGFBP7*, and *IGFALS*), *HSPB1*, and cell-cycle gene (*CDK1*).

Li et al. observed that *RBP4* knockdown decreased cell invasion, whereas *RBP4* overexpression increased the invasion of HTR8/SVneo cells. Moreover, the production of *MMPs* increased with the increase in *RBP4* expression [37]. The *RBP4*-stimulated expression of *MMP1* in the present study supports the above notion. Furthermore, our results confirmed for the first time that *IGFBP5*, *IGFBP7*, and *IGFALS* were detected as DEGs in GCs overexpressing *RBP4*. Among these DEGs, *IGFBP5* and *IGFALS* were downregulated, and *IGFBP7* was upregulated. 

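*MMP1* (ENSSSCG00000014985; chromosome 9, 37358376 to 37367260) rose from 3.49 to 6.55 FPKM, a log2 fold change of 0.75 and a ratio of 1.88. Of the 9 matrix metalloproteinase genes with a mean FPKM of at least 1, 6 were higher in the pLVX-*RBP4* group, or 4 after upper quartile scaling and 7 after rescaling to a common sum. Their median log2 fold change was 0.022, at the 46.7th percentile of matched random lists, and it was -0.013 after upper quartile scaling. The single genes named next were picked after their values were seen. *MMP2*, the most abundant, had 471.2 and 478.3 FPKM. *MMP9* had 7.93 FPKM in the CTRL group and a log2 fold change of 0.33. *MMP3* and *MMP13* were listed at 0 in the CTRL group and had 0.0871 and 0.129 FPKM in the pLVX-*RBP4* group. Other genes of the family with a mean FPKM below 1 went both ways. *MMP17* rose from 0.493 to 0.980 FPKM, while *MMP12* fell from 0.129 to 0.0217 FPKM and *MMP25* from 0.0836 to 0.0183 FPKM.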

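*IGFBP5* (chromosome 15, 131680309 to 131684630) fell from 429.7 to 304.9 FPKM, a log2 fold change of -0.49. *IGFALS* was weakly expressed and fell from 2.29 to 1.15 FPKM (-0.61). *IGFBP7* rose from 464.4 to 654.3 FPKM (0.49). Of 8 listed genes of this family, 6 were found by symbol. *IGFBP2* and *IGFBP3* are not among these 6, so whether they were expressed is not known here. The other 2 genes found by symbol with a mean FPKM of at least 1 were not among the DEGs. *IGFBP4* had 37.2 and 37.7 FPKM, and *IGFBP6* had 14.3 and 13.1 FPKM.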

Interestingly, *IGFBP5* and *IGFALS* were downregulated simultaneously, as IGF1, IGFBP5, and IGFALS function in a form of ternary complex for IGF signaling, which has been shown to play important roles in a variety of physiological processes, including protein chaperoning, steroidogenesis, and protection against apoptosis [47,48,49,50]. 

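*HSPB1* (ENSSSCG00000024482; chromosome 3, 9925862 to 9927499) rose from 33.4 to 160.0 FPKM, a log2 fold change of 2.23. A second gene on chromosome 3, ENSSSCG00000028568 (10049288 to 10050925), has the same span of 1637 bp and rose from 39.6 to 166.3 FPKM (2.04). Whether the reads of both genes come from a single transcript is not known, and Table S4 counts them as 2 DEGs. Their sum rose from 73.0 to 326.4 FPKM, or 4.47-fold.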

Upregulation of the expression of *HSPB1* by *RBP4* may have significant consequences for the production of *HSPB1* in GCs. HSPB1 is a protein that appears to antagonize a molecular pathway for stress [51], and HSPB1 was demonstrated to be associated with folliculogenesis and steroidogenesis in bovine ovary [52]. Cyclin-dependent kinase 1 (*CDK1*) is a key regulator of the cell cycle and RNA transcription [53]. The hubs of *CDK1* are upregulated in bovine GCs in luteal phase and small healthy follicles [54]. 

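*CDK1* (chromosome 14, 69262318 to 69277262) rose from 13.3 FPKM in the CTRL group to 19.9 FPKM in the pLVX-*RBP4* group, a log2 fold change of 0.55 and a ratio of 1.504. The paper's q-value for it in Table S4 is 0.0367.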

Meanwhile, in this research, the expression of *CDK1*, which also acts as a hub of PPI, was upregulated in GCs challenged with *RBP4*. In addition, previous studies have shown that *RBP4* could promote cell proliferation. These results suggest that overexpression of *RBP4* promoted cell cycle in porcine GCs. 

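A list of 30 proliferation genes was fixed before the deposited values were examined, and 22 of them were found by symbol. The paper and its Table S4 had been read by then, so the choice was not blind to the paper's DEGs from these libraries. All 21 of these with a mean FPKM of at least 1 were higher in the pLVX-*RBP4* group, or 20 of the 21 after upper quartile scaling. The median log2 fold change was 0.19, ranging from 0.0088 for *PLK1* to 0.60 for *NDC80*, and lay above each of 10000 matched random lists. The list holds 4 DEGs, and the other 17 genes had a median of 0.17, at the 99.8th percentile. Of these, 3 were picked after their values were seen. *CCNB1* rose from 16.0 to 20.3 FPKM (0.32), *TOP2A* from 11.1 to 13.0 FPKM (0.20) and *CENPE* from 2.30 to 3.21 FPKM (0.35). From the upregulation of *CDK1* and earlier reports on proliferation, the paper proposes that overexpression of *RBP4* promoted the cell cycle in porcine GCs.

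**Figure D3:**
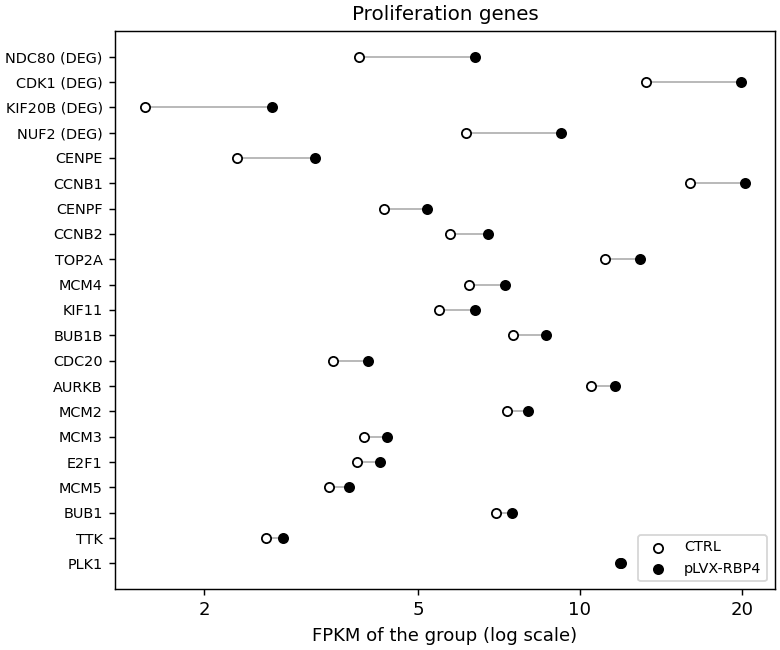
FPKM of 21 proliferation genes on a log scale, with open circles for the CTRL group and filled circles for the pLVX-*RBP4* group. Each circle is the authors' value for a group, so no error is drawn. The 21 genes lie higher in the pLVX-*RBP4* group with the values as deposited, and 20 of them after upper quartile scaling.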

Our data indicates that RBP4 plays a potential role in in ovarian folliculogenesis and pathogenesis.

## 5. Conclusions

In this study, we compared the differential expression of genes of porcine GCs overexpressing *RBP4* by using high-throughput sequencing. In addition, our transcriptomic data support that several genes are involved in important biological processes associated with folliculogenesis and pathogenesis. As such, these findings provide novel insights on the role of *RBP4* in porcine GCs.

## Figures and Tables

**Figure 1:**
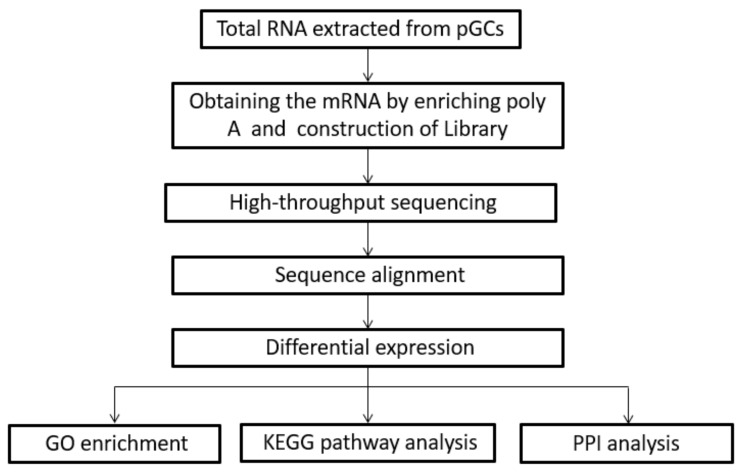
Workflow of high-throughput sequencing. GC: Granulosa cells, GO: gene ontology, KEGG: Kyoto Encyclopedia of Genes and Genomes, PPI: Protein-protein interaction

**Figure 2:**
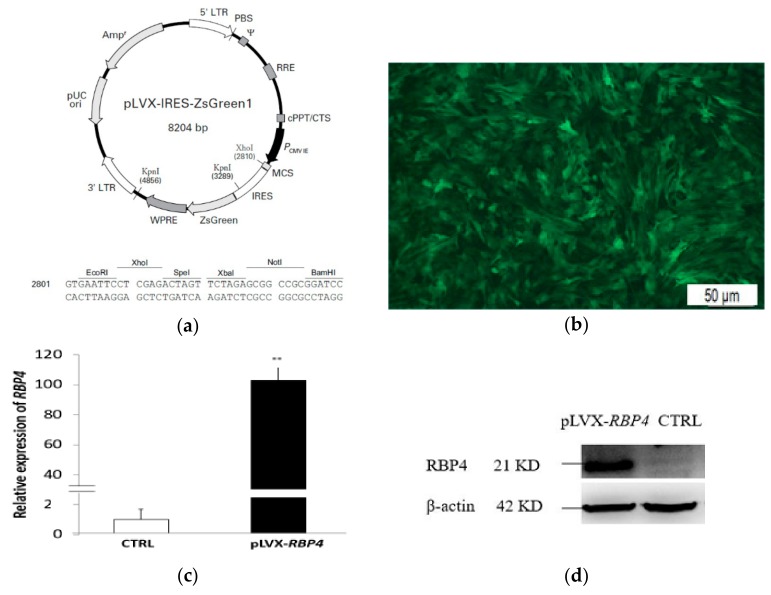
Overexpression of retinol binding protein 4 (*RBP4*) in GCs. (**a**) pLVX-IRES-ZsGreen vector. (**b**) GCs expressing green fluorescent protein (GFP) could be observed after infection by *RBP4* lentivirus particles under fluorescence microscope (20×). (**c**) *RBP4* mRNA expression levels in GCs after 72 h of lentivirus transfection. (** *p* < 0.01). (**d**) RBP4 protein (21 KD) expression upon *RBP4* overexpression in GCs. β-Actin was used as an internal control (42 KD). CTRL: control.

**Figure 3:**
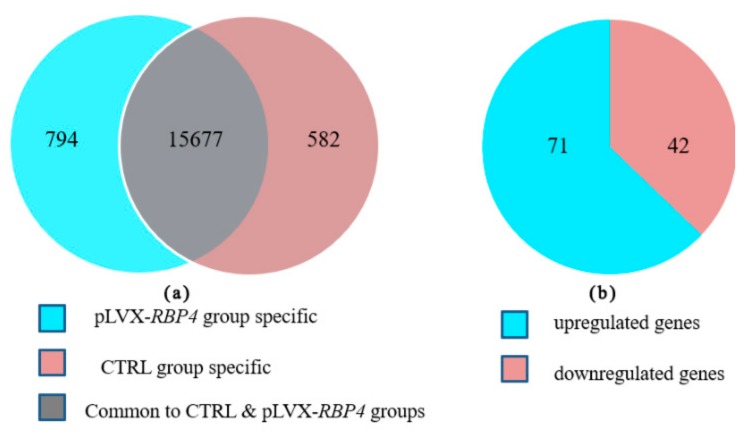
Sequencing analyses of genes expressed in GCs of pLVX-*RBP4* and CTRL groups. (**a**) Venn diagram showing the overlapping genes expressed in different groups. (**b**) The numbers of upregulated and downregulated differentially expressed genes (DEGs) under overexpression of retinol binding protein 4 (*RBP4*).

**Figure 4:**
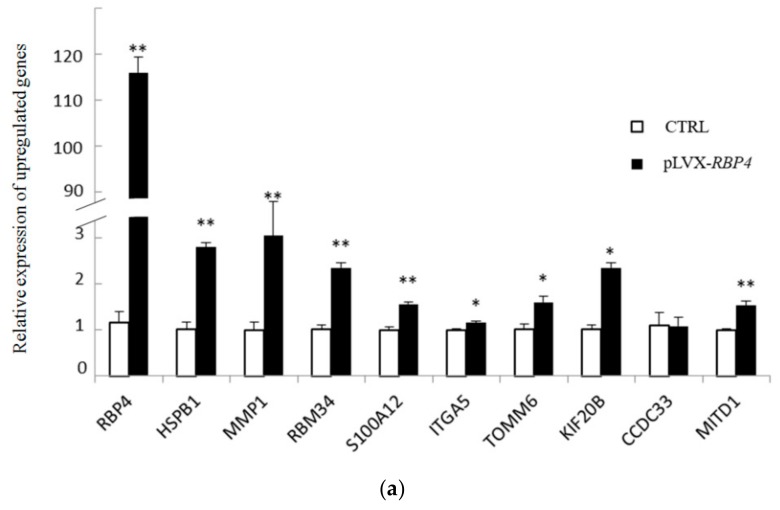

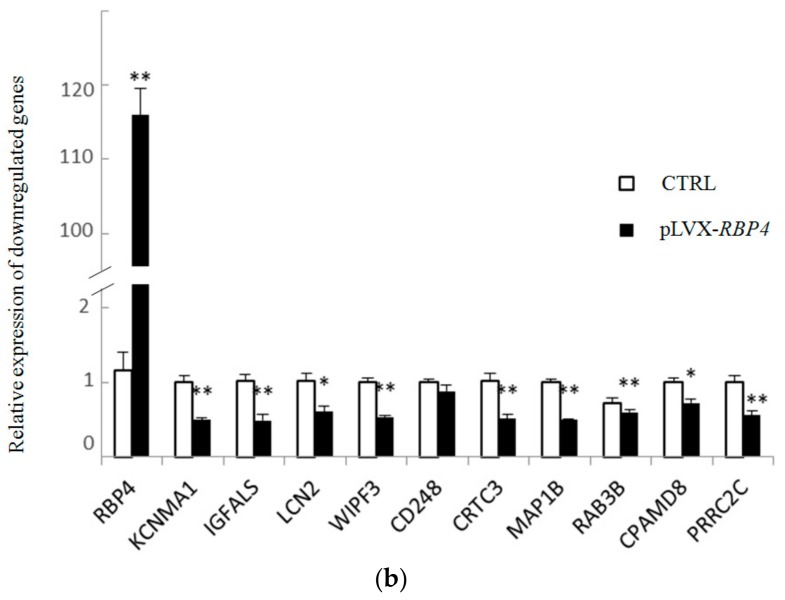
Relative expression of selected mRNAs was quantified by real-time quantitative polymerase chain reaction (RT-qPCR) (* *p* < 0.05; ** *p* < 0.01). (**a**) Relative expression of 10 upregulated genes. (**b**) Relative expression of 10 downregulated genes.

**Figure 5:**
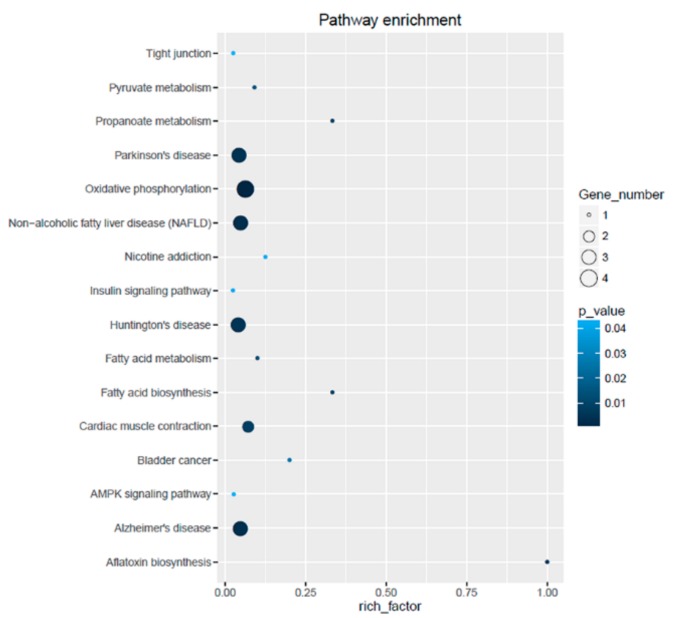
Detailed image of KEGG pathway enrichment.

**Figure 6:**
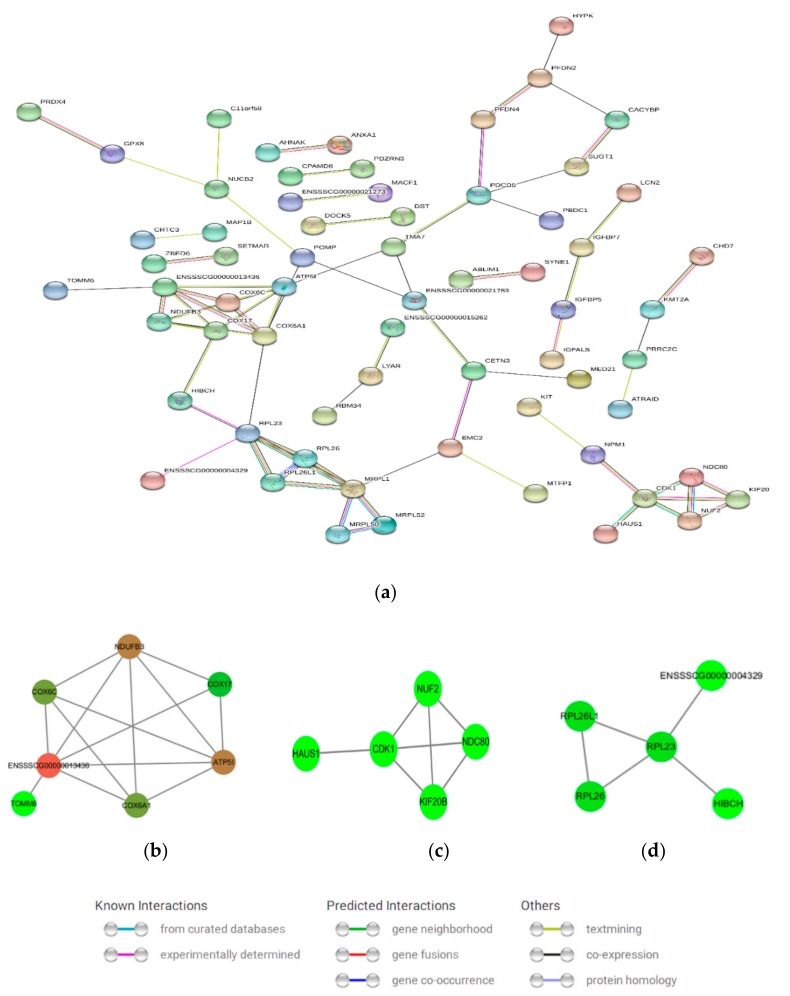
Protein–protein interaction (PPI) of the DEGs. (**a**) An integral PPI network, (**b**) Oxidative phosphorylation network, (**c**) Cell cycle network, (**d**) Cell ribosome network. The nodes represent proteins. The node color represents the connectivity between genes. Deeper color indicates a better connectivity between adjacent genes.

**Table 1:** Top 10 upregulated and downregulated genes in granulosa cells (GCs) of pLVX-*RBP4* group compared with the CTRL group.

Gene Symbol	Gene Name	Description and Summary of the Function
Upregulated		
*RBP4*	Plasma retinol binding protein 4	Plays a role in retinol transport; involved in insulin resistance and diabetes
*HSPB1*	Heat shock protein 27	Provides thermotolerance in vivo and support cell survival under stress conditions
*MMP1*	Matrix metallopeptidase 1	Involved in the breakdown of extracellular matrix
*RBM34*	RNA binding motif protein 34	Ubiquitous expression in testis, lymph node, and other tissues
*S100A12*	S100 calcium-binding protein A12	Involved in the regulation of cell cycle progression and differentiation and specific calcium-dependent signal transduction
*ITGA5*	Integrin α-5	Participates in cell-surface mediated signaling
*TOMM6*	Mitochondrial import receptor subunit TOM6	May play a role in breast carcinogenesis
*KIF20B*	kinesin-like protein 20A	Could promote cancer progression and is essential for cytokinesis in cell cycle
*CCDC33*	Coiled-coil domain-containing protein 33	May be regulated by hormone and nutrition
*MITD1*	Microtubule interacting and trafficking domain containing 1	Participates in the abscission phase of cytokinesis
Downregulated		
*KCNMA1*	Potassium calcium-activated channel subfamily M α 1	Relates with several cancers, such as breast carcinoma, prostate cancer, and cervical cancers
*IGFALS*	Insulin like growth factor binding protein acid labile subunit	Act as IGFBPs, binding IGFs exerts its function
*LCN2*	Lipocalin-2	Estradiol can regulate the expression of *LCN2* and is linked to IR
*WIPF3*	Wasl interacting protein family member 3	May be a regulator of cytoskeletal organization and play a role in spermatogenesis
*CD248*	Endosialin	Essential for embryo development
*CRTC3*	Creb-regulated transcription coactivator 3	Transcriptional coactivator; plays roles in adipose development and energy metabolism
*MAP1B*	Microtubule-associated protein 1B	Plays an important role in development and function of the nervous system
*RAB3B*	Ras-related protein-3B	May play a role in regulating GLUT4 translocation in adipocytes
*CPAMD8*	C3 and pzp-like α-2-macroglobulin domain-containing protein 8	May be associated with cataract development
*PRRC2C*	Proline rich coiled-coil 2C	Involved in the development of basement membrane

**Table 2:** Top 30 significant terms from Enrich Gene Ontology for biological processes (BP), molecular functions (MF), and cellular components (CC).

GO Terms	Gene Name	Gene Ratio	*p*-Value
Biological process (BP)			
GO:0006457-protein folding	*HSPB1, PFDN4, PFDN2, PRDX4*	6.3%	0.000427
GO:0006887-exocytosis	*KIT, RAB3B*	2.7%	0.00471
GO:0032652-regulation of interleukin-1 production	*HSPB1, ANXA1*	10.5%	0.00508
GO:0016477-cell migration	*KIT, PEAK1, CD248*	1.1%	0.00512
GO:0032612-interleukin-1 production	*HSPB1, ANXA1*	10.0%	0.00562
GO:0048870-cell motility	*KIT, PEAK1, CD248*	1.0%	0.00688
GO:0051674-localization of cell	*KIT, PEAK1, CD248*	1.0%	0.00688
GO:0040011-locomotion	*KIT, PEAK1, CD248*	0.9%	0.0107
GO:0006928-movement of cell or subcellular component	*KIT, PEAK1, CD248*	0.9%	0.0117
GO:0000278-mitotic cell cycle	*MITD1, CDK1, NUF2, RPL26*	6.3%	0.0127
Molecular function (MF)			
GO:0005520-insulin-like growth factor binding	*IGFBP5, IGFALS*	12.5%	0.000330
GO:0044183-protein binding involved in protein folding	*HSPB1, PFDN2*	20.0%	0.00137
GO:0042803-protein homodimerization activity	*HSPB1, MITD1, CACYBP, AIMP1, PRDX4*	3.3%	0.00148
GO:0003735-structural constituent of ribosome	*MRPL52, RPL26, RPL26L1, RPL23*	4.4%	0.00155
GO:0019838-growth factor binding	*IGFBP5, IGFALS*	5.7%	0.00161
GO:0004713-protein tyrosine kinase activity	*KIT, PEAK1*	4.3%	0.00277
GO:0016684-oxidoreductase activity, acting on peroxide as acceptor	*GPX8, PRDX4*	9.1%	0.00675
GO:0016209-antioxidant activity	*GPX8, PRDX4*	5.7%	0.0166
GO: 0051082-unfolded protein binding	*PFDN4, PFDN2*	5.7%	0.0166
GO:0046983-protein dimerization activity	*HSPB1, MITD1, CACYBP, AIMP1, PRDX4*	1.9%	0.0169
Cellular component (CC)			
GO:0015934-large ribosomal subunit	*MRPL52, RPL26, RPL26L1, RPL23*	7.8%	0.000231
GO:0044391-ribosomal subunit	*MRPL52, RPL26, RPL26L1, RPL23*	4.9%	0.00135
GO:0005739-mitochondrion	*MRPL50, NDUFB3, COX17, MTFP1, MRPL52, COX6C, ATP5I, PFDN2, PRDX4*	1.9%	0.00141
GO:0005840-ribosome	*MRPL52, RPL26, RPL26L1, RPL23*	3.9%	0.00327
GO:0044429-mitochondrial part	*NDUFB3, COX17, MTFP1, MRPL52, COX6C, ATP5I*	2.2%	0.00490
GO:0031967-organelle envelope	*NDUFB3, CACYBP, COX17, MTFP1, COX6C, ATP5I*	2.2%	0.00567
GO:0031975-envelope	*NDUFB3, CACYBP, COX17, MTFP1, COX6C, ATP5I*	2.2%	0.00567
GO: 0005740-mitochondrial envelope	*NDUFB3, COX17, MTFP1, COX6C, ATP5I*	2.5%	0.00660
GO: 0031970-organelle envelope lumen	*CACYBP, COX17*	9.5%	0.00700
GO:0005743-mitochondrial inner membrane	*NDUFB3, MTFP1, COX6C, ATP5I*	3.1%	0.00749

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/8/615/s1. Table S1: Primers of RT-qPCR used in the present study; Table S2: Sequencing quality statistics for the GCs of pLVX-RBP4 and CTRL groups; Table S3: Genes expressed in pLVX-RBP4 group and CTRL group. Table S4: DEGs of pLVX-RBP4 group compared to CTRL group in the GCs. Figure S1: BP analysis of downregulated DEGs; Figure S2: BP analysis of upregulated DEGs; Figure S3: MF analysis of downregulated DEGs; Figure S4: MF analysis of upregulated DEGs; Figure S5: CC function analysis of upregulated DEGs.

# Supplementary material for: Transcriptomic Analysis of Porcine Granulosa Cells Overexpressing Retinol Binding Protein 4
**Source:** Genes (Basel). 2019 Aug 13;10(8):615. doi: 10.3390/genes10080615
**Supplement:** Supplementary file 1

Table S1 Primers of RT-qPCR used in the present study

| Name | Primer sequence(5’-3’) | Length(bp) |
| --- | --- | --- |
| GAPDH | F: TGGGCATGAACCATGAGAAG  R: CCACGATGCCGAAGTTGTC | 117 |
| RBP4 | F: GGGCGTAGCATCCTTCCT  R: TCCGATTTGCCATCACAG | 264 |
| RBM34 | F: TTGTGGCTGTAAGGATCGTG  R: TTCTCAAAGAGCACGTAGCC | 73 |
| S100A12 | F: ACACCCTCAAGAACACCAAAG  R: TTGTCGTGGGCAGTTATCAG | 136 |
| CPAMD8 | F: GTATGTGTTGCCGAAGTTTGAG  R: CATGTTGATCGTTAGAGTCCCC | 136 |
| PRRC2C | F: AAGTCCAAATAGCCAGTCCAG  R: TGTCATTCTCACAGTGGCAG | 85 |
| MITD1 | F: GAGTCACGGTATCCACAAGC  R: TGTTTCATCTTTGGTGCCTTTC | 87 |
| CCDC33 | F: GAAAGCCAGTTAGAGGACTCAG  R: TGATGGTGTTGGAAGGGTG | 109 |
| KIF20B | F: TCTCCAGTAACGCACAGAAAG  R: GTTCAGTTTCAACCTTGCCAG | 141 |
| TOMM6 | F: TCGTCAAATGAAGCTCCCG  R: AGTCATTCCTATCGGTAGCAAAG | 85 |
| IGFBP5 | F: AAGAAGCTGACCCAGTCCAAG  R: GACCCTGCTCAGATTCCTGT | 100 |
| KIT | F: GATGAGTTGGCCCTAGACCTG  R: TGCCATCCACTTCACGGGTA | 234 |
| ITGA5 | F: GGGTCCTTTGGTGTGGACAA  R: CGCTCCTCTGGGTTGAACAT | 104 |
| MMP1 | F: ACTTGTATCGTGTGGCTGCT  R: GGGACAGCTGAACATCACCA | 117 |
| KCNMA1 | F: GCACCCAAGGAGATAGAGAAAG  R: TCGCCAAAGATACAGACCAC | 92 |
| IGFALS | F: TCAATGACAACCAGATCCAGG  R: TGCCAGACAAGTTCATGACG | 81 |
| LCN2 | F: AGGCCGGTTTAAGATGTACAC  R: ATCCAGTTGTCACAGAGCTG | 102 |
| WIPF3 | F: ACGAGTATAAGCCATGCCAG  R: GCGTTTCTGCCTTTGATGTC | 121 |
| RAB3B | F: CCTTCCTCTTCCGCTATGC  R: ACCTTAAAGTCGATGCCCAC | 73 |
| CD248 | F: CCATGTGAGCAGCAGTGTGA  R: GATCTGGCACTCATCCGTGT | 120 |
| HSPB1 | F：TCCCTGGACGTCAACCACTT  R：AAACACCGGGAAATGAAGCC | 122 |

# Supplementary material for: Transcriptomic Analysis of Porcine Granulosa Cells Overexpressing Retinol Binding Protein 4
**Source:** Genes (Basel). 2019 Aug 13;10(8):615. doi: 10.3390/genes10080615
**Supplement:** Supplementary file 1

TableS2. Sequencing quality statistics for the GCs of CTRL group and pLVX-*RBP4* group

| Index | CTRL-1 | CTRL -2 | CTRL -3 | pLVX-RBP4-1 | pLVX-RBP4-2 | pLVX-RBP4-3 |
| --- | --- | --- | --- | --- | --- | --- |
| Raw Reads(M) | 32.565 | 29.244 | 31.207 | 40.083 | 33.747 | 40.089 |
| Raw Bases(G) | 4.268 | 3.840 | 3.900 | 5.010 | 4.505 | 5.011 |
| Clean Reads(M) | 28.777 | 25.758 | 27.038 | 35.282 | 30.104 | 34.995 |
| Clean Bases(G) | 3.639 | 3.261 | 3.254 | 4.259 | 3.893 | 4.218 |
| Clean Q20(G) | 3.548(97.5%) | 3.180(97.5%) | 3.159(97.1%) | 4.137(97.2%) | 3.806(97.8%) | 4.090(97.0%) |
| Clean Q30(G) | 3.412(93.7%) | 3.058(93.8%） | 3.030(93.1%） | 3.971(93.2%) | 3.669(94.2%） | 3.916(92.9%） |
| Total Reads(M) | 28.777 | 25.758 | 27.038 | 35.282 | 30.104 | 34.995 |
| Total Mapped(M) | 20.730(72.0%) | 19.095(74.1%) | 19.812(73.3%) | 27.192(77.1%) | 23.028(76.5%) | 27.149(77.6%) |
| Multiple Mapped(M) | 1.356(4.71%) | 1.268(4.92%) | 1.331(4.92%) | 1.797（5.09%） | 1.469(4.88%) | 1.801(5.15%) |
| Uniquely Mapped(M) | 19.374(67.32%) | 17.827(69.21%) | 18.480(68.35%) | 25.394(71.97%) | 21.559(71.62%) | 25.348(72.43%) |

Abbreviation: Q20, the percentage of bases with a Phred value >20; Q30, the percentage of bases with a Phred value >30

How the deposited data were processed for this re-analysis (not part of the article)

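RNA from porcine GCs was sequenced 72 h after infection at a multiplicity of infection of 50, with 3 libraries of the pLVX-*RBP4* group and 3 of the CTRL group. According to the paper, paired-end reads of 125 bp were filtered, aligned to Sscrofa10.2 with TopHat2, and compared with Cuffdiff of the Cufflinks software. The deposited values are FPKM, which the authors computed, with 1 value per gene and group. The 2 columns of values were both used, and 0 columns were left out. The 113 genes of Table S4 have the deposited values, and 3 of the 1376 genes of Table S3 have other values there. The annotation release and the versions of TopHat2 and Cufflinks were not found in the paper's text or in the supplementary tables that were read.

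From these values log2(FPKM + 1) was computed, and the difference between the pLVX-*RBP4* and CTRL groups was taken as the log2 fold change. Genes with a mean FPKM of at least 1 over both groups were kept for counts and lists. Had values per library been used, the groups would have been compared with a linear model, as planned before the data were examined. With 1 value per group no such model can be fitted, so no p-value, standard deviation or standard error was computed, and the spread between replicates is not known. Any p-value or q-value named is the paper's.

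Gene symbols were taken from Tables S3 and S4 for 765 genes and from a table of Ensembl gene names for 9992 more, out of 17950. Transthyretin (*TTR*) was not found by symbol. No sequence or annotation of Sscrofa10.2 was used, so GO, KEGG and network results were not recomputed, and gene spans were used only for the genes of Tables S3 and S4.

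The genes named in the text were set by a rule before the data were examined. They are *RBP4*, the genes that the paper names from its own data, and, outside the 113 DEGs, the 5 largest increases and the 5 largest decreases among genes with a mean FPKM of at least 5. Those 10 genes were all listed at 0 in 1 group. Single genes named by other criteria, among them genes picked from a list such as *CCNB1*, *MMP2*, *IGFBP4* or *CD14*, were chosen after their values were seen. In addition, 22 lists of genes were written down before the deposited values were examined, but after the paper and its Table S4 had been read. After seeing the data, 4 lists were added, namely the mitochondrially encoded genes and the ribosomal, *NDUF* and *ATP5* lists without kinases, assembly factors or *ATP5IF1*. For each list the median log2 fold change was placed among the medians of 10000 random lists of the same size, drawn within 20 bins of mean expression. This step was tested on simulated changes for the 12382 genes. With 200 genes raised by 0.5, 100 of 100 lists of 20 raised genes lay above the 97.5th percentile, and 5 of 100 lists of unchanged genes lay outside the range from the 2.5th to the 97.5th percentile. Fewer random lists were drawn there, and the simulated genes varied independently. Genes of a real list may vary together, which was not simulated. Smaller raises and shorter lists were not simulated either.

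The depth per library, taken from Table S2, was 19095000 to 27192000 mapped reads. The alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, a mean FPKM of at least 5, scaling to a common median or upper quartile, rescaling to a common sum (TPM), the mean of a list in place of its median, and limits of 0.1 and 1 FPKM for expressed genes. The log2 ratio with no pseudocount, the correlation without 3 genes and the lists without kinases, assembly factors or *ATP5IF1* were added after seeing the data. A value on the log2 scale or a correlation was taken as moved when it changed by at least 0.1, a limit set after the data were examined, and a count when it changed by more than 1.5 times. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.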

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

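The tests in this part were chosen after the values had been seen, and both genes were named for the same reason. They are the 2 genes outside the 113 DEGs, above 0 in both groups and with a mean FPKM of at least 5, that rose more than *HSPB1*.

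ENSSSCG00000008882, for which no symbol was found, had 0.331 FPKM in the CTRL group and 72.1 FPKM in the pLVX-*RBP4* group. Its log2 fold change of 5.78 was larger than that of *RBP4*, and its log2 ratio was 7.77. The paper does not report this gene. A candidate explanation is that fragments of the introduced *RBP4* sequence were assigned to it. The value gained, 71.8 FPKM, is of the same order as the final value of *RBP4*, but no sequence of the locus was used, so this cannot be told apart from other explanations. A second candidate explanation is a high value in 1 of the 3 pLVX-*RBP4* libraries, which the log2 ratio of 7.77 over the pooled libraries neither shows nor excludes. A true increase after *RBP4* overexpression also stays open and was not tested.

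ENSSSCG00000028369, also without a symbol, rose from 0.653 to 12.0 FPKM, a log2 fold change of 2.98. Its log2 ratio of 4.20 comes from pooled values, so a high value in 1 of the 3 libraries cannot be told apart from an increase in all of them. No other technical explanation was tested, and a response to *RBP4* stays open as well.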

How the results depend on the processing

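No paired analysis was possible because the deposited columns hold 1 value per group and carry no replicate number. For the same reason the alternatives that leave out a replicate, count genes by replicate, change the adjusted p threshold or change the linear model were not run. The correlation with spliced transcript length was not run, since no annotation of Sscrofa10.2 was used. The absence of a pseudocount, the correlation without 3 genes, and the lists without kinases, assembly factors or *ATP5IF1* were chosen after seeing the data.

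Smaller pseudocounts raised the changes of weakly expressed genes, as their construction implies. The log2 fold change of *RBP4* was 5.47 with a pseudocount of 1, 6.26 with 0.1, 6.37 with 0.01 and 6.38 with none. The median of the cell cycle sub-network was 0.55, against 0.659, 0.664 and 0.664. The 118 genes changed at least 2-fold (61 higher, 57 lower) became 198 (95 higher, 103 lower) with a pseudocount of 0.1 and 217 (105 higher, 112 lower) with 0.01. With no pseudocount, 165 genes were changed at least 2-fold, 78 higher and 87 lower. With a mean FPKM of at least 5, a filter that tests fewer genes, 63 were changed at least 2-fold, 38 higher and 25 lower.

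The number of genes counted as expressed in a single group depended on the limit. For the pLVX-*RBP4* group the count was 794 above 0, 499 at 0.1 FPKM and 223 at 1 FPKM, and for the CTRL group it was 582 above 0 and 252 at 1 FPKM. These are partly different genes, since a gene above 0 in both groups can pass a higher limit in only 1 of them. The excess of the pLVX-*RBP4* group was absent at both limits.

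The signs of 4 list medians near 0 depended on the scaling. The median of the matrix metalloproteinases was 0.022 and became -0.013 with upper quartile scaling, and that of the interferon response genes went from 0.016 to -0.021. After rescaling to a common sum, the median of the granulosa cell genes went from -0.054 to 0.023 and that of the retinoid response genes from -0.0087 to 0.063. This rescaling moved the median of all genes to 0.072. The sum depends strongly on ENSSSCG00000025162, with 35.4% of it in the CTRL group and 25.8% in the pLVX-*RBP4* group. Rescaling without this gene was not run. Higher counts and medians after this rescaling are therefore no sign of robustness.

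The medians of the respiratory chain families, of both ribosomal families, of the proliferation genes and of the oxidative phosphorylation and ribosome sub-networks kept their direction and moved by less than 0.1 under each alternative run. The number of DEGs changed at least 2-fold stayed at 3 or 4. The correlation of log2 fold change with gene span among the DEGs was -0.35 and lay between -0.37 and -0.31. For 32 other results, 263 alternative values were computed, of which 233 moved by less than 0.1, 26 moved by more, and 4 are the changes of sign given above. Of the 26, 21 belong to single genes of Table 1, all further from 0 with a smaller pseudocount or none.

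The pooled values limit each of these results, because a difference that came from 1 library would look the same under every alternative.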

Differences from the paper's values

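The paper's criteria for its 113 DEGs include a fold change of at least 2, beside a second bound of at most 1. By the ratio of the deposited values, 4 of the paper's 113 DEGs were changed at least 2-fold. None of the alternatives set before the data were examined brought this number to 113, and it was 3 or 4 under each.

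Fig. 4 of the paper gives RT-qPCR values, another measurement than the FPKM ratio, for 20 genes. The ratio of the 2 bars was within 1.5 times the FPKM ratio for 16 of the 20 genes. These include *CD248*, with about 0.87 in Fig. 4, read by eye, against 0.645, whose decrease the paper did not find by RT-qPCR. For a small change, a ratio within 1.5 times therefore does not mean that RT-qPCR found the change. For *HSPB1* the paper's ratio is about 2.8 in Fig. 4, read by eye, and the FPKM ratio was 4.80. For *MMP1* it is about 3.0 in Fig. 4, read by eye, against 1.88. For *ITGA5* it is about 1.2 in Fig. 4, read by eye, against 1.81, and for *CCDC33* about 1.0 in Fig. 4, read by eye, against 1.72. Scaling to a common median or upper quartile and rescaling to a common sum, which were set before the data were examined, did not bring the ratio of *HSPB1*, *MMP1* or *CCDC33* within 1.5 times. For *ITGA5*, upper quartile scaling gave a ratio of 1.76, which is within 1.5 times the figure's value, and the other 2 alternatives did not. Read by eye, these bars carry a reading error that was not measured.

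The paper describes the genes of its Table 1 as the most changed. Among the 113 DEGs ranked by ratio, 7 of the 10 upregulated and 5 of the 10 downregulated genes of Table 1 were within the top 10, and the lowest ranks were 14 and 15. The genes passed over have no symbol in Table S4. On the log2(FPKM + 1) scale, 7 and 7 were within the top 10, and the lowest ranks were 37 for *KIF20B* and 35 for *CPAMD8*.

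Table S3 lists genes expressed in a single group. Of its 1376 genes, 3 have values above 0 in both groups of the deposited table. They include *HDAC9* (54.8 FPKM in the CTRL group and 4.32 FPKM in the pLVX-*RBP4* group) and *MYH6* (0.0803 and 0.0580 FPKM). In turn, 3 genes above 0 in a single group of the deposited table are not listed there.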

Other observations

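The tests in this part were chosen after the values they explain had been seen. The lists of genes were fixed before the deposited values were examined, but after the paper and its Table S4 had been read. Single genes named from these lists were picked after their values were seen.

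Genes listed in 1 group only reached values of up to 11138.5 FPKM. Of the 25 genes of Table S3 with at least 10 FPKM, 19 (76.0%) span less than 200 bp, against 5 of the 1351 genes below 10 FPKM (0.370%). The median span was 131 bp in the first class and 8686 bp in the second. This is consistent with short features, for which the 76.0% would be needed: a gene shorter than a sequenced fragment has an effective length near 0, so that few reads may give a large FPKM. The other 6 genes are exceptions, with spans of 975 bp to 154504 bp. They are ENSSSCG00000001694 (146228 bp), ENSSSCG00000006806, ENSSSCG00000018734, *HDAC9*, which Table S3 lists at 51.5 FPKM, ENSSSCG00000015084 and ENSSSCG00000026278. By span, short features do not account for these 6. Spliced transcript lengths were not used, so short transcripts at these loci are not excluded. No biological explanation was tested.

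More genes were listed only in the pLVX-*RBP4* group than only in the CTRL group, a ratio of 1.36. The deeper pLVX-*RBP4* libraries, with 1.30 times the mapped reads of the CTRL group in Table S2, are a candidate explanation. If depth were the cause, the excess would lie in weakly expressed genes. Below 0.1 FPKM there were 506 such genes in the pLVX-*RBP4* group and 349 in the CTRL group, but at 1 FPKM or more there were 48 and 33, a ratio of 1.45 that did not fall toward 1. These genes are few, and short features are frequent among the highest of them, so depth cannot be told apart from a difference between the cells.

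The rise of *HSPB1* was shared by ENSSSCG00000028568. Both loci rose, 4.80-fold and 4.20-fold, which argues against reads that moved from 1 locus to the other. The 4.47-fold rise of their sum follows from these values and is not a separate test. The 11 other heat shock genes of the list had a median log2 fold change of 0.16, at the 94.6th percentile of matched random lists, from -0.30 for *HSPB8* to 0.36 for *HSPE1*. A general heat shock response was not excluded by this median of 0.16, since the spread between libraries is not known, but no other gene of the list approached the change of *HSPB1*. A response to *RBP4* remains untested.

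The upregulated DEGs span less of the genome than the downregulated DEGs, with medians of 10310 bp and 51701 bp. Across the 113 DEGs, the Spearman correlation of log2 fold change with span was -0.35, and genes are not independent replicates. Of the 56 DEGs with the longer spans 24 were upregulated, against 47 of the other 57. Within the 71 upregulated genes the correlation was -0.14 and within the 42 downregulated genes 0.28. A gene-length trend between the groups, for example from RNA quality, could give the correlation of -0.35, but it was computed on genes chosen for their difference and no lengths of the other genes were used. It cannot be told apart from a response of functional classes whose genes are short.

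The 17 proliferation genes that are not DEGs lay at the 99.8th percentile of matched random lists, which argues against the choice of the 4 DEGs as the whole cause. A difference between libraries, a difference in cell composition and a gene-length trend stay open. An effect of *RBP4* on proliferation, which the paper proposes, stays open as well.

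The libraries differ in the number of bases per read in Table S2. Raw bases divided by raw reads gives 125 bases in CTRL replicate 3 and in pLVX-*RBP4* replicates 1 and 3, which is the read length the paper states. It gives 131.1, 131.3 and 133.5 bases in CTRL replicates 1 and 2 and in pLVX-*RBP4* replicate 2. The clean bases above Q30 in the paper's table make up 93.7% to 94.2% in the latter 3 libraries and 92.9% to 93.2% in the former 3. The lowest value of 131.1 among the latter suggests that some of their reads came from a run with a longer read length. The paper does not report this. The split is uneven between the groups, with 2 CTRL libraries and 1 pLVX-*RBP4* library above 125 bases, and values within each kind of library were not analysed here, so its effect on the group values is not known.

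Other lists gave the following medians. The 7 immune cell genes with a mean FPKM of at least 1 had a median log2 fold change of 0.22, at the 98.8th percentile of matched random lists, led in abundance by *CD14* with 42.9 and 48.9 FPKM. The 7 theca and fibroblast genes had a median of 0.21 (94.9th percentile), and their most abundant gene, *TAGLN*, had 1809.4 and 1891.4 FPKM. Both lists were written as markers of candidate contamination by other cells. As deposited, all 7 immune cell genes and 6 of the 7 theca and fibroblast genes were higher, against 2 of 7 granulosa cell genes. A difference in cell composition between the groups therefore stays open. For 7 granulosa cell genes the median was -0.054 (25.5th percentile), for 9 retinoid response genes -0.0087 (34.2nd percentile), and for 11 interferon response genes 0.016 (51.7th percentile). The 5 IGF binding protein genes found by symbol with a mean FPKM of at least 1 had a median of -0.11 (7.16th percentile).

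*HDAC9* was chosen after its value was seen. It had the largest decrease among genes outside the 113 DEGs with a mean FPKM of at least 5 and values above 0 in both groups, with a log2 fold change of -3.39.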
